A study of Mus musculus with 3 samples.

How the data were processed

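Single-cell RNA libraries had been made from Langerhans cells (LCs), the resident antigen-presenting cells of the epidermis, taken from the ear skin of male CD1 mice, an outbred stock. Per the labels' protocols, 1 library came from untreated mice, which received only a depilatory cream, 1 from mice treated with croton oil (an irritant plant oil) in acetone and olive oil, and 1 from mice punched repeatedly with a microneedle array. The treated ears were collected 48 hours after the first treatment. The epidermis was detached with trypsin and dissociated mechanically, dead cells were removed on magnetic beads, and LCs were then enriched magnetically, all per the labels' protocols. The labels state neither the number of animals behind each library nor the genome build, so no coordinates are given and genes are named by the symbols and Ensembl identifiers of the deposited feature lists. Of the 34289 features listed, 33767 had identifiers that occur in the GENCODE M39 annotation. A further 4 features were transgene sequences (mCherry, eGFP, tdTomato and creER), which no label mentions. The feature lists held 80 features that shared a symbol with another. Of the markers fixed beforehand, 1 was not listed under its symbol.

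The deposited values were counts of unique molecular identifiers (UMIs) per gene and cell, written by the authors with Cell Ranger 8.0.0, per the file headers, from Chromium single-cell 3' libraries, per the labels. They were whole numbers, not normalized, and covered barcodes called as cells, since the smallest total of any barcode was 500 UMIs. UMIs collapse PCR copies, so each count stands for 1 captured molecule. A 3' assay does not measure the rest of the transcript, and free RNA from broken cells enters every droplet.

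Cells were kept with at least 500 detected genes and at most 10% mitochondrial UMIs. Scrublet scores were computed per library in scanpy 1.11.5. Scrublet's automatic threshold marked only 5 cells of the untreated, 1 of the croton oil and 4 of the microneedle library, under the 0.5% at which a caller was taken to have worked. The highest-scoring cells were therefore removed at a rate set in advance, 0.8% per 1000 cells. This removed 773, 532 and 376 cells, and left 9054, 7626 and 6479. The retained cells of the 3 libraries were clustered jointly after scaling to 10000 UMIs and log1p, with 2000 variable genes chosen across libraries, 30 principal components, 15 neighbours and the Leiden algorithm at resolution 0.5 (leidenalg 0.10.2, igraph 0.11.9, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, pandas 2.3.3). No correction between libraries was applied, because library and treatment were the same thing here.

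Marker genes of 15 cell classes were fixed before the data were examined, as were the comparisons, the gene lists, the rule for naming genes and all alternatives except the 6 named further on. The rule that turned markers into cluster names was set after the clusters had been seen. A marker counted as present at 20 CPM (UMI counts of a gene relative to the total of the summed cells) or more and at a share of at least 0.2 of its highest level in any cluster of at least 50 cells. A class needed at least 3 present markers and a share of at least 0.5 of its list, and LC-like cells also needed Cd207. A cluster that met the rule for a class leading another cluster as well was left unnamed as mixed. A second class that led no cluster did not count: the Krt14-led keratinocyte-like cluster also met the rule for melanocyte-like cells (4 of 6 markers), and 2 LC-like clusters, among them the main untreated one, that for conventional dendritic cell-like cells (4 of 7 markers). Joint clustering gave 15 clusters, of which 8 were LC-like, 2 keratinocyte-like, 3 of another class each (neutrophil-like, monocyte/macrophage-like and T cell-like) and 2 unnamed. The LC-like clusters were split largely by library, and the largest of them held 88.2% of the untreated, 74.3% of the croton oil and 77.4% of the microneedle LC-like cells, so a cluster can stand for a library and not for a cell type. Against all other cells, the main croton oil cluster was led by H2-Ea, C1qc, Mgl2 and C1qa, which include macrophage markers and no LC marker. Against cells of other names only, its 10 leading genes held 1 LC marker (Mfge8) and 1 macrophage marker (C1qa). For this reason the counts of genes, the correlation, the list medians, the changes of preset and named genes and the shares of cells were also computed on the largest LC-like cluster of each library alone; the genes shared between treatments, the same-sign share, the transgenes and the values of the closing observations were not. Heat-shock genes led 2 of the LC-like clusters, cell cycle genes 1, and Fscn1 and Ccr7 another.

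UMIs were summed over the LC-like cells of each library and expressed as CPM. Changes are given as log2((CPM + 5)/(CPM + 5)), a scale that understates changes of low genes. Genes entered a comparison with at least 20 CPM in one of its libraries and, to limit free RNA, with a level in LC-like cells of at least 0.25 of that in every other named class with at least 50 cells in the library where the gene was higher. The text names the 8 genes with the largest rise and the 8 with the largest fall in each treatment, without mitochondrial, ribosomal protein, Xist and Y-linked genes, and 15 genes fixed in advance whatever their values. Neither these 15 genes nor the list members had to pass the free-RNA rule. Other genes named are leaders of a cluster, extreme or most counted members of a list, class markers, sex-linked genes or transgenes. Such leaders and list members were picked by their values. Any further gene is said to have been chosen after its values were seen. Of 11 gene lists fixed in advance, all 204 different symbols were found, and members with a mean of at least 5 CPM entered the median. Mfge8 stood in both the LC identity and the phagocytosis list, and Cd207 and other LC genes were also cell class markers. A list's median was placed among the medians of 10000 random lists of the same size matched on mean CPM, which describes these libraries and is no test. Shares of cells with a UMI were taken after each cell had been thinned to 3000 UMIs, leaving out shallower cells.

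Each group held 1 library, so no test was run and no p-value, standard error or claim about the treatments beyond these libraries is given. Summed counts have exact Poisson and shares exact Clopper-Pearson intervals at 95%, and these cover counting error only. Correlations were given an interval from Poisson redraws of the counts; redraws add noise and lower r, so they were recentred on the observed value. With 93076781 to 107112797 UMIs over LC-like cells, 1 UMI stood for about 0.01 CPM, and a count of 0 allowed up to 0.0280 to 0.0322 CPM (3 counts). The comparison step was tested on simulated data: with 200 genes changed 4-fold among 6279 genes at the depths of the croton oil comparison and 6295 at those of the microneedle comparison, all 200 were recovered in each and 0 unchanged genes passed 2-fold. The simulated libraries were drawn from the untreated levels with counting noise only, and the free-RNA rule was not applied. At these depths such an outcome checks the computation. It gives no rate of false changes between real libraries.

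The alternatives fixed in advance changed the cell filter, the doublet rate, the clustering, the scaling (among them TMM factors from edgeR 4.0.16 in R 4.3.3), the pseudocount, the level a gene needed, the free-RNA rule, the thinning and the thresholds of the shares. Chosen after seeing the data were 6 more: the largest LC-like cluster of each library alone, the lists restricted to members that pass the free-RNA rule, the G2/M list without its most counted member over the 3 libraries together, the same list without its 2 most counted members, the Krt14-led keratinocyte-like cluster alone, and keratinocyte-like cells with fewer than 10 UMIs of melanocyte markers. Figures were drawn with matplotlib 3.10.9.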

Results

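The series profiled cells of LC-enriched ear epidermis by droplet-based single-cell RNA sequencing in untreated mice, mice treated with croton oil and mice treated with microneedle punches, with 1 library per group and no replicates. The untreated library held 9876 cells with 127666928 UMIs, the croton oil library 8241 cells with 119360952 UMIs and the microneedle library 6945 cells with 117178809 UMIs. The median cell had 11623 UMIs and 3565 genes in the untreated library, 12509 UMIs and 3665 genes in the croton oil library, and 16427 UMIs and 4211 genes in the microneedle library. The median share of mitochondrial UMIs was 1.53%, 1.54% and 1.29%, in the same order. The labels give male animals throughout. Over the retained cells Xist had 16, 5 and 8 UMIs, against 28191, 17145 and 24774 UMIs of the Y-linked gene Ddx3y. Intervals below cover counting error within a library only.

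The first comparison concerned the cell classes recovered from each library. LC-like cells made up 96.8% (95% interval 96.4 to 97.1) of 9054 retained untreated cells, 91.3% (90.6 to 91.9) of 7626 croton oil cells and 86.0% (85.1 to 86.8) of 6479 microneedle cells. Neutrophil-like cells were 1 of the untreated cells (0.0110%), 2.79% (2.43 to 3.19) of the croton oil cells and 6.11% (5.54 to 6.72) of the microneedle cells. Monocyte/macrophage-like cells numbered 0 of 9054 in the untreated library, which allows a share of up to 0.0331% by the limit of 3 counts and 0.0407% by the exact interval. They were 8 cells (0.105%, 0.0453 to 0.207) in the croton oil library and 384 cells (5.93%, 5.36 to 6.53) in the microneedle library. T cell-like cells were 1 cell, 122 cells (an interval of 1.33% to 1.91%) and 12 cells (0.185%, 0.0957 to 0.323), in the order untreated, croton oil, microneedle. Keratinocyte-like cells were 3.05% (2.70 to 3.42), 3.12% (2.74 to 3.54) and 1.56% (1.27 to 1.89). The mixed cluster, which carried both T cell and LC markers, held 1 untreated, 86 croton oil (1.13%) and 14 microneedle cells (0.216%). The other unnamed cluster held 15, 0 and 1 cells. Because the suspensions were enriched for LCs, these are shares of the enriched cells and not of the skin. The largest move in percentage points came with Leiden resolution 1, which put LC-like cells at 81.0% of the microneedle library. In 3 of the alternatives the untreated share of monocyte/macrophage-like cells rose to between 0.153% and 0.168%.

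**Figure D1:**
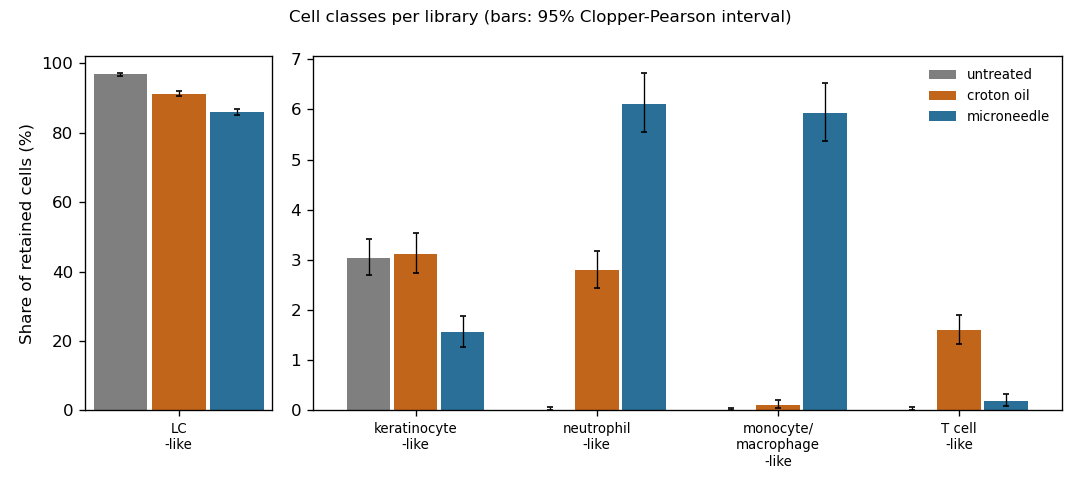
Share of retained cells (%) in each named class, with the LC-like class on its own axis at the left; colours give the 3 libraries and bars the 95% Clopper-Pearson interval. Neutrophil-like cells reached 2.79% in the croton oil and 6.11% in the microneedle library, and monocyte/macrophage-like cells 5.93% in the microneedle library.

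The study set injured against healthy epidermis, so the LC-like cells of each treated library were compared with those of the untreated library. These were 8760 untreated, 6959 croton oil and 5571 microneedle cells, with median depths of 11411, 12448 and 17176 UMIs. Of 6611 genes compared between croton oil and untreated, 366 were at least 2-fold higher and 416 at least 2-fold lower. Of 6468 genes compared between microneedle and untreated, 228 were at least 2-fold higher and 115 lower. The treated libraries compared directly differed less, with 103 genes at least 2-fold higher and 79 lower in croton oil among 6314 genes. TMM scaling turned this split from 56.6% to 76.3% higher, with 145 genes higher and 45 lower, and within the largest LC-like clusters 73 were higher and 70 lower. The count that moved most in the croton oil comparison was that of lower genes, 256 when genes needed 50 CPM. TMM scaling changed the split of the croton oil genes to 475 higher and 322 lower, or from 46.8% to 59.6% higher, so which direction held more genes depended on the scaling. In the microneedle comparison the split under TMM was 61.2% higher, against 66.5%. Restricted to the largest LC-like cluster of each library, the counts were 343 higher and 386 lower in croton oil and 232 higher and 122 lower in microneedle.

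The changes of the treatments were then set against each other. Among the 6266 genes compared in both, 198 were at least 2-fold higher in microneedle, and 140 of these (70.7%) were also at least 2-fold higher in croton oil. Of 114 genes at least 2-fold lower in microneedle, 103 (90.4%) were at least 2-fold lower in croton oil. The 1 gene with opposite changes of at least 2-fold, named here after its values were seen, was Mgl2 (ENSMUSG00000040950), at 52.2 CPM in untreated, 345 CPM in croton oil and 15.3 CPM in microneedle. Across 6718 genes, which are not independent replicates, the log2 changes had a Pearson r of 0.83 and a Spearman rho of 0.80, and 79.5% had the same sign. The shared untreated library alone produces such a relation. In 100 simulated pairs of unchanged libraries set against it, counting noise gave a mean r of 0.47. With an equal spread added to each library, which gave changes with SDs of 0.57 against the observed 0.75 in croton oil and 0.51 in microneedle, the mean r was 0.50, the highest draw 0.52, and the mean share of genes with the same sign 66.8%. With the spreads set to match both observed SDs, the mean r depended on how much lay in the untreated library. It was 0.34 when the microneedle variance was shared equally with untreated, and 0.68 (highest draw 0.70, mean same-sign share 73.9%) when all of it lay in untreated. In that last setting 62.5% of the genes at least 2-fold higher in the simulated microneedle library were so in croton oil too (highest draw 74.5%), and 63.6% of the lower ones (highest draw 70.9%). Over the same 6718 genes the observed shares were 72.7% and 90.4%, so the overlap of higher genes lay within what the shared library could give there and that of lower genes above it. In the other settings with a spread the simulated overlaps averaged 20.9% to 30.5%. The least-squares slope of the microneedle on the croton oil changes was 0.57. The alternative that moved r most, clustering each library on its own, gave 0.78.

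**Figure D2:**
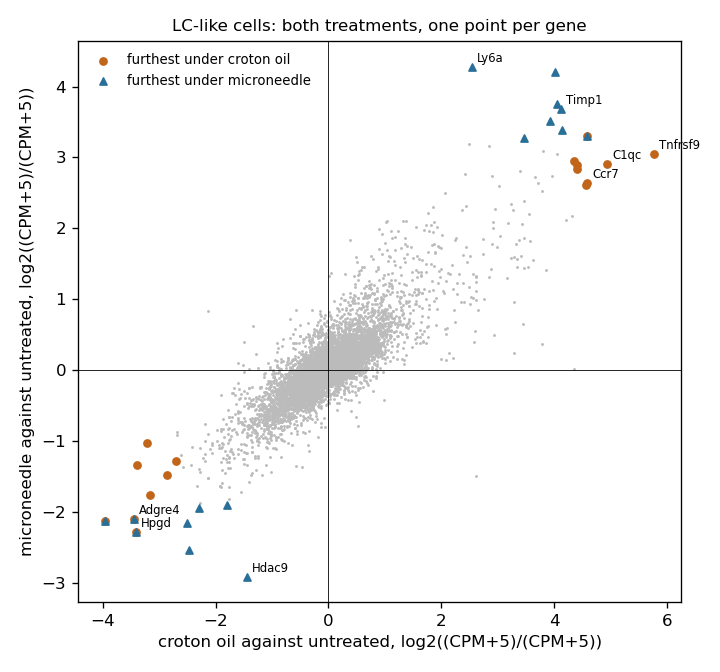
Log2 change against untreated in LC-like cells for each of 6718 genes, croton oil on the horizontal and microneedle on the vertical axis, both as log2((CPM + 5)/(CPM + 5)); coloured points are the 16 genes furthest from untreated in each treatment. The points lie along a rising band with an r of 0.83, and Ly6a and Hdac9 are set further towards the microneedle axis than the other coloured genes.

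The 8 genes that rose most with croton oil were Tnfrsf9, C1qc, Ccr7, Gm17276, Fscn1, Gpr171, C1qa and Bhlhe40, with log2 changes of 4.36 to 5.77. Tnfrsf9 (ENSMUSG00000028965) went from 8.51 CPM (7.97 to 9.09) in untreated to 732 CPM (726 to 737) in croton oil, a log2 change of 5.77, and stood at 106 CPM in microneedle. C1qc (ENSMUSG00000036896) rose by 4.94, from 0.616 CPM (0.477 to 0.784) to 167 CPM (164 to 170), and stood at 36.9 CPM in microneedle. C1qa is also a marker of the monocyte/macrophage class, of which the croton oil library held too few cells for the free-RNA rule to use. Its level in LC-like cells was 22.9-fold above untreated in croton oil and 7.93-fold above in microneedle. The 8 genes that fell most were F830045P16Rik, Adgre4, Hpgd, Nedd4, Inpp4b, Pid1, 5730522E02Rik and Sel1l2, with log2 changes of -3.96 to -2.71. Hpgd (ENSMUSG00000031613) had 450 CPM in untreated, 37.9 CPM in croton oil and 87.9 CPM in microneedle, and its log2 change was -3.40 in croton oil and -2.29 in microneedle. With a pseudocount of 1 CPM, the alternative that moved the choice most, 9 of these 16 genes were still among the 16 furthest. The rises of Fscn1 and Ccr7 rested on cells outside the largest clusters, within which the log2 change of Fscn1 was 0.25 and that of Ccr7 was 0.74.

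The 8 genes that rose most with microneedle were Ly6a, Il21r, 4930523C07Rik, Timp1, Htr7, Myo10, Gm17276 and Scin, with log2 changes of 3.27 to 4.28. Ly6a (ENSMUSG00000075602) went from 4.24 CPM to 174 CPM (172 to 177), a log2 change of 4.28, against 2.54 in croton oil. Its level was higher still in the keratinocyte-like cells of the microneedle library, at 252 CPM. The 8 genes that fell most were Hdac9, Prex2, Hpgd, Fhit, F830045P16Rik, Adgre4, Sntb1 and Mef2c, with log2 changes of -2.92 to -1.91. Hdac9 (ENSMUSG00000004698) fell from 105 CPM to 9.57 CPM, a log2 change of -2.92, against -1.44 in croton oil. Among the named genes, 1 riser and 3 fallers were common to both treatments. Each of the 32 choices was at least 2-fold from untreated in the same direction under the other treatment too. The genes named in both treatments meet this by construction. The shared untreated library also favours it, and no value for unchanged libraries was computed for such picks. With a pseudocount of 1 CPM, 11 of the 16 microneedle genes were still among the furthest.

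Of the 15 genes fixed in advance, 9 were higher than in untreated in croton oil and 9 in microneedle. Il1b (ENSMUSG00000027398) went from 72.3 CPM (70.7 to 73.9) in untreated to 740 CPM (735 to 746) in croton oil and 364 CPM (360 to 368) in microneedle. Neutrophil-like cells had more of it, 2797 CPM in croton oil, where Il1b passed the free-RNA rule at a share of 0.265, and 8825 CPM in microneedle, where it failed at 0.0413. The microneedle level in keratinocyte-like cells was 80.9 CPM. Tnf (ENSMUSG00000024401) fell from 609 CPM (604 to 614) to 243 CPM (240 to 247) and 261 CPM (257 to 264). Cd207, which encodes langerin (ENSMUSG00000034783), was 571, 311 and 458 CPM in untreated, croton oil and microneedle, with log2 changes of -0.87 and -0.32. Epcam changed by -0.57 and -0.09 and Cdh1 by -0.61 and -0.36. Mfge8 rose by 2.15 and 1.35, Vegfa by 1.78 and 1.96, and Csf1r by 0.83 and 1.00. Il1rn failed the free-RNA rule in both treatments, at 6.81 CPM in croton oil LC-like cells against 334 CPM in neutrophil-like cells, and at 2.24 CPM in microneedle LC-like cells against 788 CPM in monocyte/macrophage-like cells, so its change is not read as expression by LCs. H2-Aa changed by 0.11 and -0.10. Cd74 changed by 0.04 and -0.03, and with mitochondrial and ribosomal protein genes left out of the total its croton oil value fell just below 0, so no direction is given. Cd86 went in opposite directions, -0.28 with croton oil and 0.30 with microneedle, as did Mki67, -0.74 and 0.11, or -0.02 and 0.68 within the largest LC-like clusters. Ccr7 rose from 1.23 CPM (1.03 to 1.46) to 144 CPM (142 to 146) and 33.7 CPM (32.6 to 34.8), and it moved most under the alternatives, to log2 changes of 0.74 and 0.18 within the largest LC-like clusters. Cd40 rose by 0.27 and 0.13 over all LC-like cells but changed by -0.39 and -0.21 within those clusters.

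**Figure D3:**
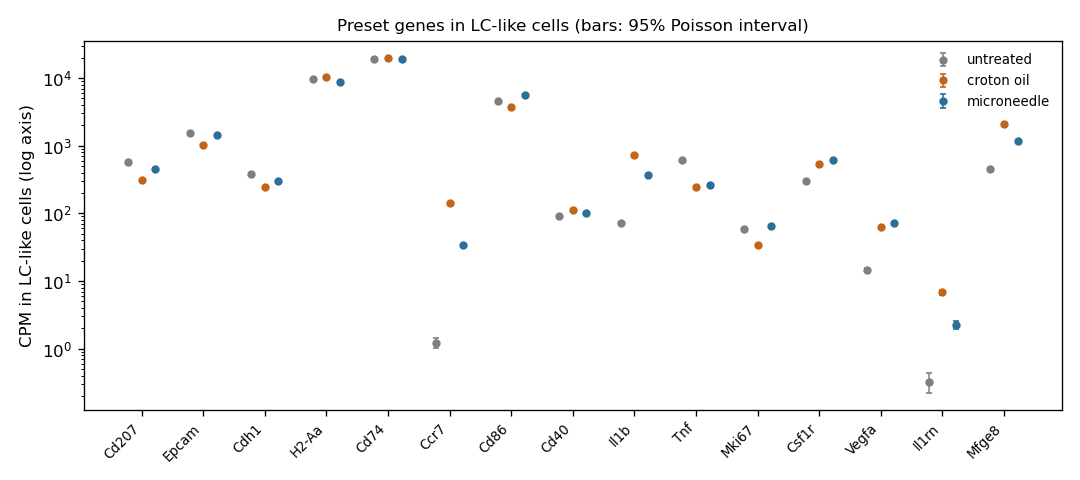
CPM of the 15 genes fixed in advance in the summed LC-like cells of each library, on a log axis; bars are 95% Poisson intervals, mostly smaller than the points. Ccr7 covers the widest range, from 1.23 CPM in untreated to 144 CPM in croton oil.

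Gene lists fixed in advance gave 7 medians above 0 in croton oil and 6 in microneedle, and for 10 of the 11 lists the signs of both medians were the same. The free-RNA rule was not applied to list members, and its effect is given for the lists of which more than 1 member failed. The inflammatory mediators had a median log2 change of 1.75 in croton oil and 0.84 in microneedle, both at the 100th percentile of the random lists. Among members that passed the free-RNA rule, 9 of 12 in croton oil and 3 of 12 in microneedle, the medians were 1.41 and 0.64. The interferon response list, at 0.57 (percentile 99.97) in croton oil, stood higher in microneedle, at 1.45 (percentile 100), and at 0.43 and 0.70 with the 6 and 5 of 11 members that passed. Glycolysis and hypoxia genes rose by 0.75 and 0.47 (percentiles 100 and 99.99), and by 0.55 and 0.44 with the 11 of 16 members that passed. Repair and angiogenic factors had medians of 0.66 (percentile 100) and 0.16 (percentile 93.2), but the croton oil median was 0.13 with members of at least 20 CPM, 0.14 with members that passed the free-RNA rule and 0.15 with each library clustered on its own. The microneedle median was 0.09 with members that passed. The S phase list fell by 0.60 and had a median of -0.37 in microneedle, and the G2/M list fell by 1.09 and 0.66, all at percentile 0. Within the largest LC-like clusters, which leave out the cluster led by cell cycle genes, the falls were smaller, with medians of -0.50 and -0.17 for S phase and -0.53 and -0.16 for G2/M. Immediate early and dissociation stress genes had medians of -0.58 (percentile 0.07) and -0.45 (percentile 0.02). The LC identity list was at -0.34 (percentile 12.4) and -0.12 (percentile 19.9). The median of the MHC class II list stayed near 0, at 0.04 (percentile 69.9) in croton oil and -0.03 (percentile 43.1) in microneedle, and either sign changed under some alternative. Its members did not move together. In croton oil 6 rose and 5 fell, from -0.93 for H2-Oa to 0.82 for H2-DMb2. In microneedle 5 rose and 6 fell, from -1.12 to 0.27 for the same genes. The phagocytosis and clearance list was at 0.41 (percentile 98.0) in croton oil, or 0.39 with members that passed, and at 0.08 (percentile 69.4) in microneedle, where Leiden resolution 1 gave -0.04, the largest clusters -0.08 and the members that passed the free-RNA rule -0.14.

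The maturation list had the highest median in croton oil, 2.56, and a median of 0.98 in microneedle, both at percentile 100. Its members did not move together: 9 of 14 rose and 5 fell in croton oil, from -1.02 for Cd83 to 5.77 for Tnfrsf9. It was also the list that moved most under the alternatives. Within the largest LC-like cluster of each library the medians were -0.20 in croton oil and -0.0011 in microneedle, and with each library clustered on its own they were 1.56 and -0.13. The rise of the median over all LC-like cells thus rested on cells outside the largest clusters. These include the cluster led by Fscn1 and Ccr7, so the split itself took out cells high in maturation genes. Clustering each library on its own did so too in microneedle, where 0.246% of LC-like cells then had a Ccr7 UMI after thinning, against 2.95%. Most cells with Ccr7 had thus lost the LC-like name there, and whether they are LCs was not tested. Not every member followed the median: within the largest clusters the croton oil log2 change was still 5.44 for Tnfrsf9, against 0.25 for Fscn1.

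**Figure D4:**
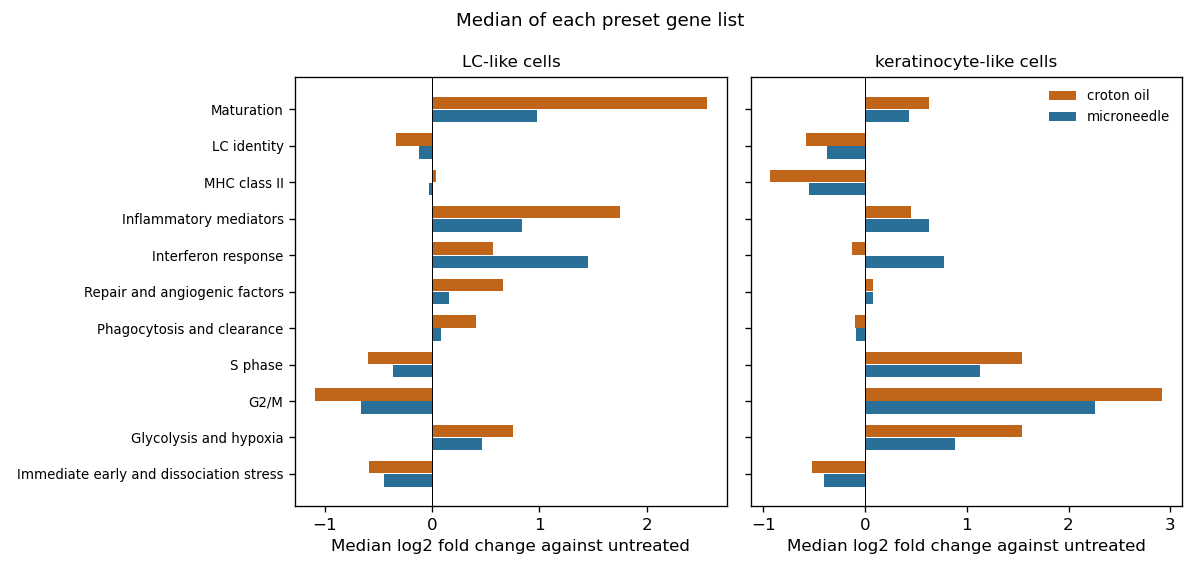
Median log2 change against untreated of each gene list in LC-like cells (left) and keratinocyte-like cells (right), with 1 bar per treated library. The S phase and G2/M medians lie below 0 in LC-like cells and above 0 in keratinocyte-like cells; the maturation medians in LC-like cells, 2.56 and 0.98, fell to -0.20 and -0.0011 within the largest LC-like cluster of each library.

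At 3000 UMIs per cell, 0.128% (0.0641 to 0.229) of 8574 untreated LC-like cells, 10.7% (9.96 to 11.4) of 6853 croton oil cells and 2.95% (2.52 to 3.44) of 5455 microneedle cells had a Ccr7 UMI. The thinning left out 186, 106 and 116 shallower cells. Ccr7 encodes a receptor used by LCs that leave for the lymph node. The LC-like cluster led by Fscn1 and Ccr7 had all 10 LC markers present. It also had 3 of 7 conventional dendritic cell markers (Flt3, Irf8 and Zbtb46), short of the naming rule, so such cells are not excluded there. Keratinocyte-like cells were set down as the measure of free RNA. Before thinning, though, their 176 Ccr7 UMIs in croton oil lay in 22 of 238 cells, and their 35 in microneedle in 3 of 101. Free RNA spread evenly over cells would mark more of them, so it is argued against as the whole source. Shares in this class thus need not measure free RNA alone. After thinning the keratinocyte-like shares were 0 of 244 untreated cells, 1.40% (0.289 to 4.02) of 215 croton oil cells and 2.41% (0.293 to 8.43) of 83 microneedle cells, at median depths of 24076, 48381 and 26903 UMIs before thinning. Other croton oil cells gave 2.73% (0.566 to 7.76) of 110 neutrophil-like cells and 4.27% (1.40 to 9.69) of 117 T cell-like cells, at median depths of 3046 and 6137 UMIs. The croton oil share in LC-like cells exceeded all of these intervals after thinning. The microneedle share lay within the wide interval of the keratinocyte-like cells, but above that of neutrophil-like cells of the same library, of which 0 of 249 had a Ccr7 UMI (interval up to 1.47%, median depth 3270 UMIs). Without thinning the LC-like shares were 0.263%, 13.6% (12.8 to 14.5) and 4.02%. The keratinocyte-like ones were 0 of 276, 9.24% (5.88 to 13.7) and 2.97%, so in croton oil the share in these deeper cells came close to the LC-like one, whatever its source. The unthinned T cell-like share in croton oil was 10.7% (5.80 to 17.5), an interval that covers the LC-like share, and the neutrophil-like one 1.41%. The croton oil and microneedle shares moved most within the largest clusters, to 0.647% and 0.234%, where the untreated share was 0.0262%. With each library clustered on its own, the LC-like share was 0.246% in microneedle and 10.9% in croton oil. In percentage points the untreated share moved most without thinning, but by ratio it moved most within the largest clusters. The share with an Il1b UMI was 9.38% (8.77 to 10.0) in untreated, 44.9% (43.7 to 46.1) in croton oil and 30.6% (29.4 to 31.9) in microneedle, against 3.28%, 9.77% and 9.64% in keratinocyte-like cells. Unthinned, it was 16.4%, 59.3% and 47.9%, against 8.70%, 34.9% and 30.7%. A Cd207 UMI was found in 76.6% (75.7 to 77.5), 43.7% (42.6 to 44.9) and 64.3% (63.0 to 65.5) of LC-like cells, against 28.7%, 4.19% and 19.3% of keratinocyte-like cells. Unthinned shares of LC-like cells with Cd207 were 96.5%, 73.3% and 93.2%, against 52.9%, 28.2% and 40.6% of keratinocyte-like cells.

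A cell was counted as cycling with at least 3 UMIs of the G2/M list after thinning. This held for 12.5% (11.9 to 13.3) of untreated, 10.1% (9.44 to 10.9) of croton oil and 8.62% (7.88 to 9.39) of microneedle LC-like cells. Removing the thinning moved these shares most, to 65.3%, 65.2% and 73.4%, so the measure depends on depth and is not a fraction of dividing cells. Thinned in the same way, 18.1% (13.5 to 23.4) of 249 microneedle neutrophil-like cells were counted, above the LC-like share there. In croton oil it was 8.18% (3.81 to 15.0) of 110 neutrophil-like and 21.4% (14.3 to 29.9) of 117 T cell-like cells. The order of untreated and croton oil changed when Smc4, the most counted member over the 3 libraries together, was left out, which gave 7.45%, 7.82% and 5.44%. Without Smc4 and Cenpa the shares were 6.46%, 1.40% and 3.59%. In croton oil LC-like cells Cenpa alone made up 45.4% of the list's UMIs, against 6.13% in untreated. The LC-like cluster led by cell cycle genes held 189 of 8760 untreated, 3 of 6959 croton oil and 29 of 5571 microneedle cells. Because LC-like clusters were split largely by library, these counts are not fractions of dividing cells either.

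The only other class with at least 100 cells in every library was the keratinocyte-like one, with 276, 238 and 101 cells, and the same lists were computed there to ask whether a shift was shared by neighbouring cells. The S phase list rose by 1.54 in croton oil and 1.13 in microneedle, the G2/M list by 2.92 and 2.26, and glycolysis and hypoxia genes by 1.54 and 0.89, all at percentile 100. The medians of the other lists were, for croton oil and microneedle in turn, 0.63 and 0.43 for maturation, 0.45 and 0.63 for inflammatory mediators, -0.13 and 0.77 for interferon response, 0.07 and 0.08 for repair factors, and -0.10 and -0.08 for phagocytosis. They were -0.58 and -0.37 for LC identity, -0.93 and -0.55 for MHC class II and -0.52 and -0.41 for immediate early genes. LC transcripts were present in these cells, with Cd207 at 114, 24.5 and 94.1 CPM, so that the LC and MHC class II medians measure LC RNA at least in part. The maturation and inflammatory medians may carry LC RNA too. In croton oil keratinocyte-like cells Tnfrsf9 stood at 72.6 CPM and Il1b at 69.8 CPM, against 732 and 740 CPM in LC-like cells. Cd74 stood in a similar relation, at 2090 against 19839 CPM. The composition of the class differed as well: 55.4% of the untreated, 96.6% of the croton oil and 84.2% of the microneedle cells lay in the cluster led by Krt14. A few cells of that cluster, 1, 10 and 4, had at least 10 UMIs of melanocyte markers, and without such cells the G2/M medians of the class were 2.92 and 2.30 and the phagocytosis medians -0.57 and -0.20. Within that cluster alone the G2/M medians were 2.64 and 1.99, the microneedle median of the phagocytosis list changed sign to 0.09, and that of the repair factors to -0.05. The thinned share of keratinocyte-like cells counted as cycling was 3.28% (1.43 to 6.36), 55.8% (48.9 to 62.6) and 26.5% (17.4 to 37.3), and the unthinned share 65.6%, 87.4% and 67.3%. These are no fractions of dividing cells either. The thinned microneedle interval overlaps that of neutrophil-like cells of the same library, 13.5% to 23.4%.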

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

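The tests of mCherry within the Krt14-led cluster, with and without cells carrying melanocyte markers, and between cell classes were chosen after the results had been seen; the other tests in this part were set down before their own values were known. The Krt14-led cluster, keratinocyte-like cells without melanocyte markers, the largest LC-like clusters and the lists without members that fail the free-RNA rule were alternatives added after seeing the data.

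The feature lists hold transgene sequences that no label mentions and that no comparison used, and mCherry was above its untreated level in both treated libraries. In keratinocyte-like cells it had 550 CPM (533 to 568) in untreated, 2063 CPM (2036 to 2089) in croton oil and 2443 CPM (2391 to 2495) in microneedle. Free RNA in the droplets is argued against as the source in these cells, since in every library keratinocyte-like cells carried at least 382 times the mCherry CPM of LC-like cells. A larger part of cells of the Krt14-led cluster, 55.4% of the untreated, 96.6% of the croton oil and 84.2% of the microneedle keratinocyte-like cells, is argued against as the whole cause: within that cluster the treated libraries were still 2.25 and 2.81 times the untreated level. That cluster also met the rule for melanocyte-like cells, but without the 1, 10 and 4 cells that had at least 10 melanocyte marker UMIs the ratios were 2.28 and 2.80. It may explain a part, since the untreated level was 925 CPM in that cluster against 550 CPM over the class. A difference between the animals of the libraries in the transgene they carried, and a response of the transgene's promoter to the treatments, both stay open and were not tested, because each group held 1 library.

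LC-like cells also had more mCherry in the treated libraries, 5.40 CPM (4.94 to 5.90) in croton oil and 2.15 CPM (1.87 to 2.45) in microneedle against 1.27 CPM (136 UMIs) in untreated. A candidate explanation is free RNA of keratinocytes. It required that mCherry and Krt14 UMIs stand in about the same ratio in LC-like as in keratinocyte-like cells, and the ratio of the ratios was 1.24 in croton oil, the treated library furthest from 1, 1.07 in microneedle and 1.16 in untreated. Krt14 itself stood at 35.8 CPM in croton oil, 12.3 CPM in microneedle and 10.2 CPM in untreated LC-like cells. No biological explanation was tested.

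The cell cycle lists moved in opposite directions in the compared cell classes under both treatments. The keratinocyte-like minus the LC-like median of the S phase list was 2.14 in croton oil and 1.49 in microneedle, and that of the G2/M list was 4.01 and 2.93. The differences themselves were not tested, since there were no replicates. The rise in keratinocyte-like cells is not explained as a whole by more cells of the Krt14-led cluster: within it alone the smaller of the G2/M medians was 1.99. Dividing LCs removed as doublets are argued against as the cause of the fall in LC-like cells, because without any doublet removal the weaker G2/M median was -0.70. Free RNA passing from keratinocytes to LCs would have raised the lists in LC-like cells, which fell. The fall in LC-like cells rested in part on cells outside the largest clusters, within which the G2/M medians were -0.53 and -0.16, the S phase medians -0.50 and -0.17, and the changes of Mki67 -0.02 and 0.68. What stays open is the yield of dividing cells from skin that differs in thickness or attachment, a difference between animals or library preparations, and a response of the epidermis to both injuries. None of these was tested.

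The phagocytosis and clearance list lay above 0 in LC-like cells and below 0 in keratinocyte-like cells in both treatments. The keratinocyte-like minus the LC-like median was -0.51 in croton oil and -0.17 in microneedle, and this difference was not tested either. It could rest on the mix of keratinocytes, since within the Krt14-led cluster the microneedle median was 0.09, above 0. In croton oil that median was -0.35 there, further from the LC-like one. Without cells carrying melanocyte markers the class had medians of -0.57 and -0.20. The LC-like side was not firm in microneedle either, where members that passed the free-RNA rule had a median of -0.14. No biological explanation was tested.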

How the results depend on the processing

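Every alternative in this part was fixed before the data were examined, except the largest LC-like cluster of each library alone, list members that pass the free-RNA rule, the G2/M list without its 1 or 2 most counted members the Krt14-led cluster alone and keratinocyte-like cells with fewer than 10 melanocyte marker UMIs, which were chosen after seeing the data. No paired analysis was possible because each group held 1 library and the labels give no numbers that pair them.

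In LC-like cells, 83 log2 changes of lists and genes were recomputed under the alternatives that apply to them, and 8 of these changed sign in 12 of 706 values. The maturation median changed sign in the largest clusters (-0.20 in croton oil, -0.0011 in microneedle) and with each library clustered on its own (-0.13 in microneedle). The cause is by construction in the first case, since cells outside the largest cluster are left out. In the second, the microneedle library held 5401 LC-like cells against 5571. Their thinned share with a Ccr7 UMI was 0.246% against 2.95%, so most cells with Ccr7 had lost the LC-like name. Whether those cells are LCs was not tested, and neither was a further cause. Cd40 changed sign in the largest clusters (-0.39 and -0.21), as did the microneedle median of the phagocytosis list (-0.078), which was also -0.043 at Leiden resolution 1 and -0.14 with members that pass the free-RNA rule. The MHC class II median and Cd74 in croton oil fell to -0.0027 without mitochondrial and ribosomal protein genes in the total. The microneedle MHC class II median was 0.036 with members of at least 20 CPM and 0.00028 with each library clustered on its own. In keratinocyte-like cells the microneedle phagocytosis median was 0.085 in the Krt14-led cluster. The causes of these other changes were not tested.

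The counts of genes at least 2-fold apart stayed within 1.5 times their value in 27 of 28 recomputations of each comparison. With at least 50 CPM required, 256 genes were lower in croton oil and 69 in microneedle than in untreated, because fewer genes were compared. TMM scaling left 45 genes lower in croton oil than in microneedle, against 79. Of the 16 genes named for croton oil, 9 were kept with a pseudocount of 1 CPM, which gives low genes more weight.

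The correlation of the treatments kept its sign and stayed above 0.70, the highest value simulated at the main settings. Pearson r was 0.845 with a pseudocount of 1 CPM, 0.842 at 50 CPM, 0.836 with the mean of each cell's CPM, 0.834 without doublet removal, 0.833 with the looser cell filter, with TMM and without mitochondrial and ribosomal protein genes, 0.830 with separate random parts of the untreated cells for each treatment, 0.829 without the free-RNA rule, 0.828 at 10 CPM, 0.822 in the largest clusters, 0.821 at Leiden resolution 1 and 0.778 with each library clustered on its own. These lay outside the recentred redraw interval of 0.831 to 0.832, and the cause was not tested.

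Of 90 recomputed class shares, 74 stayed within their counting interval. At Leiden resolution 1 the microneedle library had 81.0% LC-like and 1.27% keratinocyte-like cells, and the untreated library 2.03% keratinocyte-like cells. With each library clustered on its own, LC-like cells were 83.4% of the microneedle library and keratinocyte-like cells 1.76% of the untreated library, and classes of a few cells came to 0%: neutrophil-like and T cell-like cells in untreated, monocyte/macrophage-like cells in croton oil and T cell-like cells in microneedle. With the stricter cell filter the microneedle library had 88.0% LC-like, 5.11% neutrophil-like and 5.11% monocyte/macrophage-like cells, and the untreated library 0% neutrophil-like cells. Untreated monocyte/macrophage-like cells came to 0.168% with the stricter filter, 0.165% with the looser filter and 0.153% without doublet removal. In the main run the unnamed cluster without a class held a like share, 15 untreated cells (0.166%). It had the monocyte/macrophage markers Lyz2 and Ccr2 present, and 8 of 10 LC markers without Cd207. Whether these same cells changed name was not checked, and the cause of the class share changes was not tested.

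The share of LC-like cells counted as cycling depended most on depth and threshold. In the order untreated, croton oil, microneedle it was 4.57%, 2.44% and 2.32% when thinned to 1500 UMIs, 27.5%, 24.4% and 22.2% at 5000 UMIs and 65.3%, 65.2% and 73.4% without thinning. It was 29.2%, 26.8% and 23.5% with at least 2 and 3.29%, 1.44% and 1.45% with at least 5 list UMIs. Without the member most counted over the 3 libraries it was 7.45%, 7.82% and 5.44%, and without the 2 most counted 6.46%, 1.40% and 3.59%. These shifts follow by construction, from the UMIs left per cell, the number required or the members left out. The microneedle share was 9.75% at Leiden resolution 1 and 9.58% with doublets removed at 1.6% per 1000 cells, and the untreated share 10.7% in the largest cluster; the cause was not tested.

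The share with a Ccr7 UMI was 0.0262%, 0.647% and 0.234% in the largest clusters and 0.246% in microneedle with each library clustered on its own. Without thinning it was 0.263%, 13.6% and 4.02%. At 1500 UMIs it was 8.77% in croton oil and 2.19% in microneedle, and at 5000 UMIs 11.97% in croton oil. The number of cells limits this result in microneedle, where 83 keratinocyte-like cells gave an interval of 0.293% to 8.43%, which covers the LC-like share. In 249 neutrophil-like cells there, of which 0 had a Ccr7 UMI, the upper limit was 1.47%, below that share.

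Among the other values, 117 of 308 list medians and 90 of 150 changes of the genes fixed in advance moved beyond their counting error without a change of sign, as did 80 of 248 changes of named genes, 17 of 44 keratinocyte-like list medians, 21 of 60 shares with an Il1b or Cd207 UMI and 10 of 15 Spearman coefficients. The keratinocyte-like median of the repair factors in microneedle changed sign, to -0.047 in the Krt14-led cluster, from a value whose counting interval included 0.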

Other observations

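In this part, the tests on the MHC class II list, on cells without an H2-Ea UMI, on the depth of untreated-like cells, on droplets with T cell signal and on the G2/M list without its 2 most counted members were chosen after the results had been seen. The tests on S100a8 and S100a9, on Tnf and on the single most counted G2/M member were set down before their values were known.

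H2-Ea, chosen after its values were seen, was counted at 125 CPM (123 to 127) in croton oil LC-like cells, against 1.37 CPM (1.16 to 1.61) in untreated and 1.44 CPM (1.22 to 1.70) in microneedle cells, a log2 difference of 4.34 between the treated libraries. Joint induction of MHC class II genes is argued against, since the 11 members of that list had a median difference of 0.068 between the same libraries. Animals of an outbred stock may carry different alleles of a gene, and pooled animals with and without an expressed H2-Ea would leave more cells without a UMI than genes of like level do. In the croton oil library 50.7% of LC-like cells had no H2-Ea UMI, against a median of 31.0% for 581 genes within 1.2-fold of its CPM, at percentile 92.8. This cannot be told apart from uneven expression among LCs of 1 genotype, because other genes reach such shares too. An allele present in the animals of 1 library and absent from the others stays open, as does a response to croton oil of this gene alone.

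Some microneedle LC-like cells lay within the untreated range of a response index. An index per cell, made from the 50 genes furthest up and the 50 furthest down in croton oil against untreated after thinning, had a median of -26 in untreated, 34 in croton oil and 2 in microneedle. The 5th to 95th percentiles ran from -46 to -10 in untreated, from 6 to 105 in croton oil and from -23 to 42 in microneedle. At or below the 95th percentile of untreated lay 24.5% (23.4 to 25.7) of the microneedle cells, mostly in the upper part of that range. The index was built to part croton oil from untreated, so its croton oil values are no comparison, and a response of the same kind but weaker in all microneedle cells would overlap with untreated as well. Cells or barcodes of the untreated library counted in the microneedle library are argued against: the neutrophil transcripts S100a8 and S100a9, present as free RNA, had 16.4 CPM (14.8 to 18.2) in these cells, 17.5 CPM in the other microneedle LC-like cells and 0.187 CPM in untreated ones. Noise in the index stays open: the depth of these cells before thinning was 0.979 of that of the others, but the index was taken at equal depth, so this decides nothing. That punches leave skin between them, so that part of the LCs may have responded less, stays a hypothesis beside a weaker response of all. Joint clustering placed fewer microneedle cells with untreated ones than the index did. Of 5571 microneedle LC-like cells, 156, 114 and 29 lay in the LC-like clusters made up mostly of untreated cells. The share of untreated-like cells thus depends on the measure. Whether the microneedle cells form separate populations or a continuum was not tested, and neither was their position in the tissue.

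The croton oil library held droplets with both T cell and LC transcripts. Of 275 droplets with at least 10 UMIs of T cell markers, 42.5% (36.6 to 48.6) also had LC signal, set at 10000 CPM over the LC markers, compared with 23.6% (18.9 to 28.9) of 296 droplets with at least 50 UMIs of neutrophil markers. In the microneedle library the shares were 51.5% (33.5 to 69.2) of 33 and 14.1% (11.1 to 17.6) of 469. Random pairing in droplets would give the same share for both classes, so it is argued against as the whole cause. The classes were detected with different thresholds and at different depths, and the untreated library had too few such droplets for a control, with 4 and 1. T cells that stayed attached to LCs, in the skin or in the suspension, could give such droplets; this was not tested.

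Tnf fell in LC-like cells of both treated libraries while Il1b rose. The untreated cells also had more immediate early UMIs, a median of 2.21% per cell against 1.51% in croton oil and 1.48% in microneedle, so a weaker response to dissociation could lie behind the fall. With cells matched on that share in 10 strata, the log2 change of Tnf was -0.99 in croton oil and -0.84 in microneedle, against -1.31 and -1.21 without matching. Dissociation is thus argued against as the whole cause and may account for a part. No further explanation was tested.

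The share of untreated LC-like cells counted as cycling, 12.5%, was far above the 189 of 8760 cells in the cluster led by cell cycle genes. If 1 or a few G2/M members expressed outside the cycle made the difference, leaving out the most counted member was to lower the untreated share more than 2-fold. It gave 7.45%, short of that, but this outcome bears on a single member only. Within the largest untreated cluster, which leaves out the cluster led by cell cycle genes, the share with the whole list was still 10.7%. Without Smc4 and Cenpa, the 2 members most counted over the 3 libraries together, the shares fell furthest in croton oil, to 1.40%, but in untreated the remaining share was 0.515 of the whole, so this pair is argued against as the whole cause there. In untreated Mki67, at 59.8 CPM, was counted more than Cenpa, and other small sets of members were not left out, so a few members stay open there. In croton oil they may account for most of the count, where Cenpa stood at 160 CPM against 34.0 CPM in untreated. What Cenpa transcripts do in these cells was not tested.

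Of the other transgene sequences, eGFP had 160, 57 and 147 UMIs in untreated, croton oil and microneedle LC-like cells (1.49, 0.612 and 1.47 CPM) and 1, 2 and 1 UMIs in keratinocyte-like cells. No UMI of tdTomato or creER was counted in LC-like or keratinocyte-like cells of any library.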
